# Quercetin Mitigates Methamphetamine-Induced Anxiety-Like Behavior Through Ameliorating Mitochondrial Dysfunction and Neuroinflammation

**DOI:** 10.3389/fnmol.2022.829886

**Published:** 2022-02-28

**Authors:** Fengrong Chen, Jiaxue Sun, Cheng Chen, Yongjin Zhang, Lei Zou, Zunyue Zhang, Minghui Chen, Hongjin Wu, Weiwei Tian, Yu Liu, Yu Xu, Huayou Luo, Mei Zhu, Juehua Yu, Qian Wang, Kunhua Wang

**Keywords:** methamphetamine, anxiety, mitochondrial dysfunction, oxidative stress, quercetin, neuroinflammation

## Abstract

Methamphetamine (MA) abuse results in neurotoxic outcomes, including increased anxiety and depression. Studies have reported an association between MA exposure and anxiety, nonetheless, the underlying mechanism remains elusive. In the present study, we developed a mouse model of anxiety-like behavior induced by MA administration. RNA-seq was then performed to profile the gene expression patterns of hippocampus (HIPP), and the differentially expressed genes (DEGs) were significantly enriched in signaling pathways related to psychiatric disorders and mitochondrial function. Based on these, mitochondria was hypothesized to be involved in MA-induced anxiety. Quercetin, as a mitochondrial protector, was used to investigate whether to be a potential treatment for MA-induced anxiety; accordingly, it alleviated anxiety-like behavior and improved mitochondrial impairment *in vivo*. Further experiments *in vitro* suggested that quercetin alleviated the dysfunction and morphological abnormalities of mitochondria induced by MA, *via* decreasing the levels of reactive oxygen species (ROS), mitochondrial membrane potential (MMP), and increasing the oxygen consumption rate (OCR) and ATP production. Moreover, the study examined the effect of quercetin on astrocytes activation and neuroinflammation, and the results indicated that it significantly attenuated the activation of astrocytes and reduced the levels of IL-1β, TNFα but not IL-6. In light of these findings, quantitative evidence is presented in the study supporting the view that MA can evoke anxiety-like behavior *via* the induction of mitochondrial dysfunction. Quercetin exerted antipsychotic activity through modulation of mitochondrial function and neuroinflammation, suggesting its potential for further therapeutic development in MA-induced anxiety.

## Introduction

As a highly addictive psychostimulant drug, methamphetamine (MA) abuse is an increasingly common worldwide phenomenon, resulting in significant physical, behavioral, cognitive, and psychiatric outcomes (Meredith et al., 2005; Homer et al., 2008; Glasner-Edwards and Mooney, 2014). Epidemiological studies have shown that amphetamine-type stimulants represent the most widely used illicit drugs in the world after cannabis, with ≤ 51 million global users between the ages of 15 and 64 years (Wearne and Cornish, 2018). Among abusers, 72–100% experience MA-induced psychotic reactions (Srisurapanont et al., 2003; Smith et al., 2009), and 30.2% of chronic MA users are diagnosed with anxiety (Hellem, 2016). In a recent cohort research in Australia, even more than half (60%) of the participants were classified as experiencing moderate to severe anxiety and/or depression (Duncan et al., 2021).

Human neuroimaging studies have suggested that MA users experience significant changes in multiple brain regions, including the orbitofrontal cortex, striatum, amygdala, hippocampus, and insula, which are involved in a variety of functional networks, including the salience network, limbic system, and frontostriatal circuit (Uhlmann et al., 2016; May et al., 2020; Nie et al., 2021). Further evidence has demonstrated that MA administration can evoke changes in behavior, synaptic transmission, and volume in the hippocampus (Uhlmann et al., 2016; Golsorkhdan et al., 2020), resulting in the dysregulation of neurotransmitters and their receptors in these regions (Uhlmann et al., 2016), often accompanied by oxidative stress, apoptosis, and autophagy (Huang et al., 2017). Hippocampal damage, particularly dentate gyrus (DG) and ventral hippocampus (vH), is associated with the pathogenesis of anxiety and depression (Satpute et al., 2012; Allsop et al., 2014; Baksh et al., 2021). The relation between anxiety and hippocampal activity has been subject to research for many years. Therefore, it is important to take the role of hippocampus into consideration to identify anxiety-related genes with MA treatment.

Previous studies have demonstrated that both oxidative stress and mitochondrial dysfunction may play significant affective roles in the pathology of anxiety (Chang et al., 2007; Kohno et al., 2018). Excessive dopamine induced by MA is thought to trigger the overproduction of reactive oxygen species (ROS) by the mitochondria and relevant enzymes, exacerbating neurodegenerative diseases (Shin et al., 2017), which suggested that mitochondrial functional processes may play major roles in the brain abnormalities in relation to MA-induced anxiety. Increasing experimental evidence has supported the existence of a link between mitochondrial dysfunction, brain dysfunction, and neuropsychiatric disorders (Wallace, 2017; Pei and Wallace, 2018; Filiou and Sandi, 2019). Suboptimal mitochondrial function would be vulnerable to the stress-associated depletion of the brain’s energy resources, resulting in the development of psychiatric disorders (e.g., anxiety and depression) (Morava and Kozicz, 2013). However, the mechanisms underlying the etiology of MA-induced anxiety remain poorly understood.

Research has suggested that the treatment of co-occurring psychiatric disorders, including depression and anxiety, may also be important for preventing relapses (Glasner-Edwards et al., 2010; Su et al., 2017). A substantial amount of literature has demonstrated the efficacy of both first- and second-generation antipsychotic drugs for the treatment of psychotic symptoms associated with MA-induced depression and anxiety (Shoptaw et al., 2009; Wang et al., 2016; Chiang et al., 2019). However, adverse events are frequently reported in these studies. Quercetin, which is a flavonoid-type secondary metabolite found in foods and medicinal plants, is presumed to have antioxidant, anti-inflammatory, immunoprotective, and anti-carcinogenic effects and has been found to mitigate anxiety-like behaviors in mice by modulating oxidative stress and monoamine oxidase activity (Dhiman et al., 2019), preventing antioxidant enzyme impairment, regulating serotonergic and cholinergic neurotransmission, and decreasing neuroinflammation and neuronal apoptosis (Samad et al., 2018; Kosari-Nasab et al., 2019). Quercetin has been confirmed to be safe when used as a single compound in dietary supplements in both animal and human studies, and adverse effects following supplemental quercetin intake have rarely been reported (Andres et al., 2018). Despite evidence that quercetin serves as an oxidative stress and inflammatory modulator, no research has examined the effects of quercetin on anxiety-like behaviors induced by chronic MA.

In this study, we aimed to understand the gene profiling of hippocampus of MA-induced anxious mice and determine whether quercetin intervention could mitigate anxiety-like behaviors by exploring the underlying mechanisms. We first performed RNA-seq in HIPP to identify susceptibility genes in relation in anxiety induced by MA. Then the potential underlying pathways were analyzed by Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses. Subsequently, in view of the functional enrichment, we assessed the anti-anxiety effects of quercetin as a mitochondrial protector *in vitro*. Finally, we performed experiments *in vivo* and *in vitro* to further explore the role of quercetin in mitochondria and neuro-inflammation. These findings will contribute to a better understanding of the role of mitochondria in anxiety and allow for the therapeutic potential of quercetin against MA-induced anxiety to be assessed.

## Materials and Methods

### Animals and Treatment

Mice were housed with a 12-h light/dark cycle (lights on at 7:00 A.M). Behavioral testing is performed between 9:00 AM and 6:00 PM. The experimental mice were transferred to the behavioral testing room 30 min before the first trial to allow them to habituate to the room conditions. All procedures were approved by the Committee on Ethics in the Use of Animals from Kunming Medical University (CEUA no. kmmu2021227). MA was dissolved in sterile saline to a concentration of 1 mg/ml as a stock solution. Quercetin was purchased from Sigma-Aldrich Company (Sigma-Aldrich, MO, United States) and was first dissolved in polyethylene glycol (PEG, Sigma-Aldrich), at a final concentration of 50 mg/kg in 20% PEG with 0.9% saline. Adult male C57BL/6 mice which weighed from 22 to 25 g were randomly divided into three groups (*n* = 12 each group): control, MA-treated, and MA + quercetin (Q)-treated. The control group received normal saline injection intraperitoneally; the MA group received escalating MA doses, as described in a previous study (Manning et al., 2016), at 5, 10, and 15 mg/kg during the first, second, and third weeks, respectively; and the MA + Q group received escalating MA doses and quercetin treatment, administered with one dose at 50 mg/kg daily for 4 days during the first week and 5 days in the second week, as described in a previous study (Zhang et al., 2019). On the 22nd day, the open field (OFT) and Elevated Plus Maze (EPM) tests were used to examine the motor activity and anxiety levels, respectively. After behavioral testing, the animals were sacrificed immediately, and subsequent experiments were conducted.

### Conditioned Place Preference Test

The conditioned place preference test (CPP) apparatus consisted of two compartments: one had black and white striped walls, a white floor, and a black ceiling; the other had black and white checkered walls, a black floor, and a white ceiling. The two compartments were separated by a removable board. Behavioral subjects were habituated for 5 min and placed in the experimental environment for adaptation for 3 days before the CPP test.

Pre-test, conditioning, and a test were included in the MA CPP session. During the pre-test phase, the mice were placed in the middle of the conditioning apparatus and allowed to freely explore the full extent of the CPP apparatus for 15 min. The time spent in each chamber was measured. Mice that spent > 65% (> 585 s) or < 35% (< 315 s) of the total time (900 s) on one side were eliminated from subsequent CPP experiments (Zhou et al., 2019). Conditioning was conducted on mice confined to one chamber for 30 min, which was paired with an intraperitoneal (i.p.) MA injection on days 1, 3, 5, and 7, and on days 2, 4, and 6, the mice were confined to the other chamber for 30 min, which was paired with an i.p. saline injection. For the CPP test, mice were released from the middle part of the CPP apparatus and allowed to freely explore both chambers for 15 min. The CPP score was calculated by subtracting the time spent within the saline-paired side from that spent on the MA-paired side. Mouse behavior was analyzed using the ANY-maze video tracking system (Stoelting Co.).

### Open Field Test

Each experimental animal was placed in the corner of the open field apparatus (50 × 50 × 40 cm^3^, SANS Co., Jiangsu, China), which consisted of a white plastic floor and wall. The OFT performance was recorded using a video camera attached to a computer and controlled by a remote device. The total distance traveled (cm) and time spent in the center area (20 × 20 cm^2^) were recorded during a 5−min test period. After each trial, the whole open field apparatus was cleaned with 75% ethyl alcohol to efficiently remove odor to prevent any bias based on olfactory cues. The mouse behavior was analyzed using the ANY-maze video tracking system (Stoelting Co.).

### Elevated Plus Maze Test

The EPM consisted of two open arms (30 cm × 5 cm) and two enclosed arms of the same size, with 15 cm white plastic walls. The four arms were connected by a central square (5 cm × 5 cm) (SANS Co., Jiangsu, China). The arms were elevated 55 cm above the floor. Each experimental mouse was placed in the central square of the maze, facing one of the enclosed arms. The number of entries into each arm and the time spent in the open arms were recorded during a 5-min test period. When a mouse falls from the maze, the data were excluded. After each trial, all arms and the center area were cleaned with 75% ethyl alcohol, as previously described. All experimental data was collected and analyzed described.

### RNA Preparation, Library Construction, and Sequencing

Total RNA was isolated using RNA-Bee reagent, following the manufacturer’s protocol. RNA purity was determined using the NanoPhotometer spectrophotometer (IMPLEN, CA, United States), and the concentration was determined using the Qubit RNA Assay Kit (Life Technologies, CA, United States). Samples with RNA integrity values > 7.0 were used for the following experiments, which were assessed by the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, United States).

Sequencing libraries were prepared using the NEB Next Ultra RNA Library Prep Kit (Illumina, United States), according to the manufacturer’s recommendations, which were described in our previous research (Sun et al., 2020). In brief, mRNA was purified using poly-T oligo-attached magnetic beads, fragmentation was performed using divalent cations, and library quality was assessed on the Agilent Bioanalyzer 2100 and qPCR. The clustering of the index-coded samples was performed on an acBot Cluster Generation System using TruSeq PE Cluster Kitv3-cBot-HS (Illumina, San Diego, CA, United States). The library preparations were then sequenced on an Illumina Hiseq platform, and paired-end reads were generated.

### Quantification and Differential Expression Analysis of mRNA

As mentioned in Sun et al. (2020), the reference genome index was built, and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. Feature Counts v1.5.0-p3 was used to count the reads numbers. The expected number of fragments per kilobase of transcript sequence per millions (FPKM) of base pairs sequenced was calculated based on the gene length, and read counts were mapped to the gene.

Differential expression analysis (*n* = 3 per group) was performed using the DESeq2 R package (1.16.1). *P*-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate (FDR), and *p* < 0.05 and log_2_ fold-change > 1 were considered to be significant DEGs. DEGs enrichment in the KEGG pathways was assessed using the web tool Metascape^1^.

### Immunofluorescence Staining and Imaging

Mice were deeply anesthetized and perfused with 25 ml ice-cold PBS, followed by 25 ml 4% ice-cold paraformaldehyde (PFA) in PBS. Brains were removed and dehydrated with 15% and 30% sucrose at 4°C. The fixed brains were sliced into 30-μm-thick sagittal slices using a Leica CM1950. Slices were permeabilized in 1.2% Triton X-100 in PBS for 15 min and subject to incubation in blocking solution. Slices were incubated with primary antibodies for NeuN (1:200, Abcam), glial fibrillary acidic protein (GFAP, 1:500, Abcam) for 24 h at 4°C, followed by incubation with species-matched and Alexa Fluor conjugated secondary antibodies raised in rabbit (1:5,000, Invitrogen) for 2 h at room temperature. 4′,6-Diamadino-2-phenylindole (DAPI, 1:1,000, Invitrogen) was incubated after secondary antibody incubation for 15 min at room temperature. Slices were mounted and coverslipped using VECTASHIELD H-1000 mounting medium and scanned on a Nikon C2 confocal microscope using NIS-Element software.

### H&E Staining and Electron Microscope Imaging

The brain tissues were fixed in 4% paraformaldehyde (PFA) immediately after sacrifice. H&E staining was performed on 5 μm paraffin sections using standard H&E staining protocol which were described previously (Sun et al., 2020). The thin sections were made with an ultramicrotome, stained by OsO_4_. Electron microscopy and ultrastructural studies were performed on a transmission electron microscope (JEM-1400Flash).

### Cell Culture

Hippocampal astrocytes were prepared from C57BL/6 mouse pups under sterile conditions. Neonatal mouse pups were decapitated, after brain removal, hippocampus were separated and cut in small pieces, and incubated in trypsin solution (GIBICO) at 37°C for 20 min, DNase I (50 μl/ml) was added. Tissue pieces were washed with DMEM + 10%FBS. Cells were centrifuged at 1,000 rpm for 5 min and suspended with astrocytes medium (AM, Cell Sciences). Astrocytes were plated into poly-D-lysine (Byotime) coated 25 cm2 flasks at 1 × 10^6^ cells/flask, and grown in astrocytes medium, maintained in a humidified 37°C incubator with 5% CO2 with media exchange next day. Cells were digested with trypsin, the 3rd passages were used in all experiments.

### Measurement of ATP, Mitochondrial Membrane Potential, and Reactive Oxygen Species

Intracellular ATP was determined using a firefly luciferase-based ATP assay kit (Beyotime, Beijing, China) based on a fluorescence technique. In brief, astrocytes (1 × 10^4^) were plated in 96-wells, and appropriate drug treatments were applied for 48 h. Opaque-walled 96-well plates with culture media (50 μL) were prepared. Luminescence test solution (50 μL) was added and incubated for 30 min and then measured using a luminescence microplate reader. Mitochondria-derived ATP was measured after treatment with 300 mM iodoacetic acid (IAA, Sigma-Aldrich, MO, United States). IAA was added to half of the wells and the cells were then incubated at 37°C and 5% CO_2_ for 60 min. After 30 min, 1 mM oligomycin was added to half of the wells containing IAA and incubated for 30 min to abolish all ATP production and confirm that the ATP levels in the presence of IAA were produced by the mitochondrial ATP synthase. Subsequently, the media was removed from the wells and cellular ATP was measured using ATP assay kit (mentioned before).

JC-1 assay was conducted to analyze the MMP using the JC-1 mitochondrial membrane potential assay kit (Beyotime, Beijing, China). In brief, astrocytes (2 × 10^5^) were plated in 6-well plates and, after appropriate drug treatments, stained with 10 μM JC-1 for 20 min. JC-1 exhibits double fluorescence staining, either as red fluorescent J-aggregates (530 nm excitation/590 nm emission, as P3) at high potentials or as green fluorescent J-monomers (490 nm excitation/530 nm emission, as P2) at low potentials; Flow cytometric analysis was performed by fluorescence-assisted cell sorting (FACS) after JC-1 staining detected changes in MMP and the value was calculated. The relative proportion of red and green fluorescence was used as an index of change in membrane potential.

For ROS generation measurements, primary astrocytes were plated in 96-wells, and appropriate drug treatments were applied for 48 h. Then, cells were loaded with the ROS probe 70-dichlorodihydrofluorescein diacetate (DCFDA, 2 μM) for 40 min at RT in the dark. The mROS assay was conducted using the MitoSOX red mitochondrial superoxide indicator (Mercury Drive, Sunnyvale, CA, United States). Cells were measured by FACS at 488 nM excitation.

### Oxygen Consumption Rate Analysis

Astrocytes were plated at 7.5 × 10^4^/well in seahorse assay plates and treated with their respective treatments at 37°C and 5% CO_2_ and for 24 h. Mitochondrial oxygen consumption rate (OCR) was measured by extracellular flux (XF) assay (Seahorse XFp analyzer, Agilent Technologies, Santa Clara, CA, United States), according to manufacturer’s procedures. Briefly, cells were incubated in a CO_2_-free environment for 1 h, and OCR was measured every 3 min for the next 90 min. First, OCR was acquired in basal conditions (20 mM glucose), followed by in the presence of 1.5 μM oligomycin (ATP synthase inhibitor), with 3.5 μM carbonyl cyanide-p-trifluoromethoxy phenylhydrazone (FCCP), and finally, with 0.5 μM rotenone/antimycin A.

### Quantification of Gene Expression Assay

Quantification of gene expression was performed by ABI 7500 Sequence Detection System (Applied Biosystems, Foster City, CA, United States). The qPCR assays were performed as described in our previous study (Chen et al., 2016). The primers used for qPCR are shown in Supplementary Table 1. The mRNA levels were determined by qPCR in triplicate for each of the independently prepared RNA samples, and mRNA levels were normalized against the levels of glyceraldehyde 3-phosphate dehydrogenase (*GAPDH)* expression.

### Western Blotting Analysis

Total protein was extracted from astrocytes or brain tissue and quantified by bicinchoninic acid (BCA) protein assay kit (Pierce, United States) and used for immunoblotting analysis, as described previously. Briefly, the blot was incubated with a specific primary antibody overnight (anti- GFAP, 1:1,000), followed by incubation with HRP-conjugated secondary antibody. The bands were detected with a chemiluminescence detection kit (Millipore Co., MA, United States) and scanned using the iBright FL1500 chemiluminescence imaging system (Thermo Fisher Scientific, United States).

### Statistical Analysis

The results are presented as the mean ± standard error of the mean (SEM). For comparisons between two or multiple groups, the Student’s *t*-test or one-way analysis of variance (ANOVA) analysis was conducted, respectively. Significance is indicated by asterisks: *p < 0.05, ^**^p < 0.01, ^***^p < 0.001.

## Results

### Repeated Methamphetamine Administrations Induce Anxiety-Like Behavior in Mice

Initially, to identify an optimal concentration for the generation of an MA-addicted mouse model, we tested three different MA concentrations (2.5, 5, and 10 mg/kg, i.p.). Mice were trained to associate the MA reward with the paired context during training for the MA CPP (Figure 1A). A preference for the MA-paired side indicates the expression of a reward–context associated memory, which was assessed by measuring the time that an animal spent on the MA-paired side in the CPP apparatus. After four sessions of MA CPP training, mice treated with 5 mg/kg MA as well as the 2.5 mg/kg MA-treated group (Figure 1B, *p* < 0.05), respectively, showed a significant preference for the MA-paired side. However, 6 of 8 mice died in the 10 mg/kg MA-treated group. We then adopted 5 mg/kg MA as the initial concentration to establish a subsequent mouse model (Figure 1C), due to 2.5 mg/kg MA-group failing to exhibited anxiety-like behaviors (data not shown).

**FIGURE 1:**
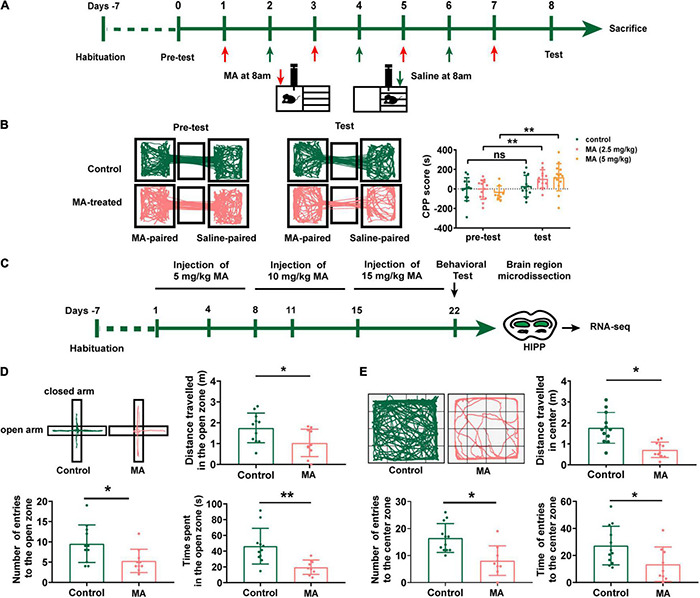
Repeated MA administrations induce anxiety-like behavior in mice. **(A)** Timeline of the Conditional place preference (CPP) experimental procedure. **(B)** The movement trajectory of the two groups of mice across compartments (left); CPP scores were assessed as the difference of time spent in the drug-paired compartment between the post and pre-conditioning phases (right). Data collected from three independent experiments. **(C)** Timeline of the model establishment and sample collection. **(D,E)** Anxiety assessment with the elevated plus maze (EPM) and open field test (OFT). Student *t*-tests, *p < 0.05 and **p < 0.05. Data collected from three independent experiments.

After 3 weeks with escalating dose of MA treatment, mice demonstrated a fear of entering the open arms of the EPM test (Figure 1D) with fewer numbers of entries to open zone and less time (*p* < 0.01) and shorter distance (*p* < 0.05) spent in the open zone. Consistently, MA treatments also displayed decreased locomotor activity and spent significantly less time in the center of the OFT than control mice (Figure 1E, *p* < 0.01). This suggested we successfully generated an animal model with anxiety-like behaviors.

### RNA-seq Revealed Differentially Expressed Genes in the Hippocampus in the Methamphetamine-Treated Mouse Model

To better elucidate the molecular features of MA-induced anxiety-like behaviors in mice, we performed RNA-seq to investigate DEGs between control and chronic MA-treated mice in HIPP. 

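Hippocampal RNA was sequenced from 3 mice of the control group and 3 mice of the MA group, with 1 library per mouse. According to the paper's methods, the MA group received MA at 5, 10 and 15 mg/kg in weeks 1, 2 and 3, the control group received saline, and the behavioral tests followed on day 22. RNA-Bee reagent and the NEB Next Ultra kit are named in the paper, whereas the sample labels name a Qiagen kit and an Illumina TruSeq kit. According to the paper, paired-end reads were aligned with Hisat2, counted per gene with featureCounts and converted to FPKM, and DEGs were called with DESeq2. The authors deposited 1 table with an Ensembl identifier and a gene symbol per gene, named as RPKM. Its values lie on a log scale, read here as log2, and the highest value was the same in all 6 libraries. Above the median rank, the sorted values of the libraries differed by at most 0.0285 at any rank, so the table had been brought to a common distribution before it was deposited. The log transform and this normalization are not described in the paper's text. Read totals are not part of the table, so the depth of each library is unknown and no interval that needs it is given. Between 259 and 437 genes were listed at 0 in 5 of the libraries, and the library labelled MA replicate 3 listed no gene at 0 and held 397 genes at its lowest value of 0.000206. The mean Pearson correlation of each library with the others of its group, across the tested genes, was between 0.991 and 0.993 for the control libraries. For MA replicates 1, 2 and 3 it was 0.984, 0.985 and 0.978. Genes are not independent replicates, so these correlations describe the libraries only. The deposited log2 values were tested with limma, without a further offset or scaling, over the 13321 genes whose back-transformed value was at least 0.5 in at least 3 libraries. A log2 fold change is the mean of the libraries labelled MA minus the mean of the libraries labelled Control. It is on the scale of log2 of the value plus 1, if the offset inferred from the lowest value of 0 is right, and it then understates the change of low genes. An exact permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1. Neither the labels nor the paper's text name a sequencing batch or date.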

Hierarchical clustering analysis was performed and displayed in Figure 2A. 

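Over all 13321 tested genes, the mean distance between a library labelled MA and a library labelled Control, taken as 1 minus Pearson's r, was 0.0159. The mean distance within the groups was 0.0128. The difference of 0.00314 was reached by 2 of the 10 ways of splitting the 6 libraries into 3 and 3, the real one included (exact permutation test, one-sided, p = 0.2, where 0.1 is the smallest p the design allows). A test that cannot reach 0.05 leaves open whether the groups separate over all tested genes. Complete-linkage clustering on Euclidean distance over all tested genes first set the library labelled MA replicate 3 apart from the other 5. When the clustering was restricted to the 79 genes with an unadjusted p-value under 0.05 and a fold change over 2 (limma), which is the choice of genes named in the legend of Fig. 2A, the first division set the 3 libraries labelled MA against the 3 labelled Control. The alternative that moved the separation most was leaving out MA replicate 3, which gave 0.00682, and leaving out Control replicate 1 turned it negative, at -6.4e-05.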

Fourteen upregulated genes were identified between the control and MA-treated groups, which were displayed in Supplementary Table 2.

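At an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment over 13321 genes), 35 genes differed between the groups, of which 22 were higher and 13 lower in the libraries labelled MA. With a fold change over 2 as a further condition there were 26 genes, 18 higher and 8 lower. The 22 higher genes include 6 markers of the choroid plexus, a tissue inside the ventricle beside the hippocampus, and 3 markers of blood. For these markers, tissue or blood carried over in the dissection is a candidate explanation. Among the 22, Rnu3b1, Rnu3b2, Rnu3b3 and Rnu3b4 hold the same values and count as separate genes. At an unadjusted p-value under 0.05 and a fold change over 2 there were 79 genes, 62 higher and 17 lower. An unadjusted p-value under 0.05 alone was reached by 1392 genes, 665 higher and 727 lower, where 666 are expected by chance. Splits of the 6 libraries other than the real one gave from 141 to 2307 genes at this threshold. An excess over 666 thus also appears for groups that treatment does not define. The alternative that moved the count of 35 most was limma's sample quality weights, which gave 586 genes, 313 higher and 273 lower. With no filter 3 genes passed the adjusted threshold, and leaving out 1 library in turn gave from 0 to 257. The groups share replicate numbers, and the deviations of same-numbered libraries from their group means correlated at -0.197, -0.242 and -0.337 across genes for replicates 1, 2 and 3, so same-numbered libraries did not deviate together. With the replicate number as a block, 15 genes passed the adjusted threshold, 11 higher and 4 lower in MA, and 13 of them were among the 35. Of the 14 genes the paper lists, 12 were found by symbol in the deposited table, and Hsp25-ps1 and Rnu5g are not analysed here. For all 12, each library labelled MA lay below each library labelled Control. The log2 fold changes ranged from -1.80 for Arc to -0.70 for Dusp1, with a median of -1.36, while the median over all tested genes was -0.010. Of the 12 genes, 8 passed the adjusted threshold over all tested genes and 12 passed it when the adjustment was made over the list alone, which was chosen from these same libraries. With the replicate block, 4 passed. An unadjusted p-value under 0.05 with a fold change over 2 was reached by 10, and all 10 were lower in the libraries labelled MA. Sdf2l1 (ENSMUSG00000022769), on chromosome 16 of GRCm38 from 17130138 to 17132383, was 4.97 ± 0.30 (SD, n = 3) in the control libraries and 3.62 ± 0.15 (SD, n = 3) in the MA libraries on the log2 scale. Its log2 fold change was -1.36 (standard error 0.16, adjusted p = 0.0315 from limma). Fosb and Gadd45b had log2 fold changes of -1.32 (standard error 0.12, limma adjusted p = 0.0244) and -0.90 (standard error 0.10, limma adjusted p = 0.0315). Junb, which overlaps Prdx2 on the other strand, had a log2 fold change of -1.26 (standard error 0.17, limma adjusted p = 0.0456), and lost its call with a pseudocount of 0.1 or 0.01, with a minimum mean of 5 and without the eBayes trend. Sdf2l1, Fosb, Gadd45b and Junb each lost the call with no filter and with the replicate block, where their limma adjusted p-values were 0.106, 0.0658, 0.115 and 0.167. Of the 6 fits that each left out 1 library, the call was lost in 4 for Fosb and in 5 for Sdf2l1, Gadd45b and Junb. Egr2, Egr4, Hspb1 and Dusp1 did not pass the threshold, with limma adjusted p-values of 0.0570, 0.0628, 0.0785 and 0.264. All 4 passed it with sample quality weights. Hspb1 is uncertain because the listed Hsp25-ps1 is a pseudogene copy of it between which reads could be split, and Dusp1 is uncertain because other annotated genes overlap it and the paper's text does not state whether counting used strand. With each library left out in turn, all 12 genes stayed lower in the libraries labelled MA, with a log2 fold change of at most -0.50.

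**Figure D1:**
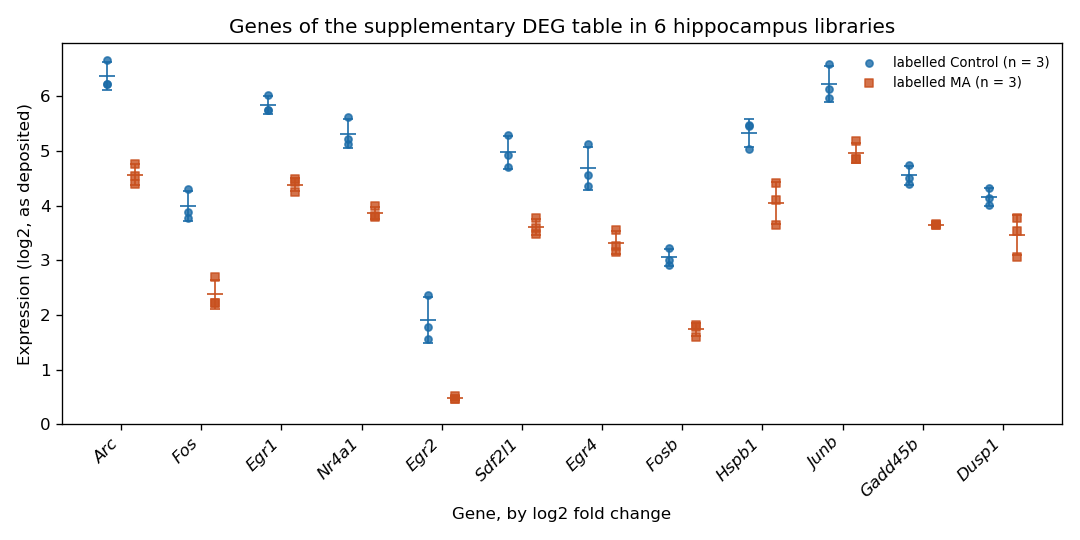
Deposited log2 expression (y axis) of the 12 listed genes found in the table (x axis, ordered by log2 fold change) in the 3 libraries labelled Control (circles) and the 3 labelled MA (squares). Points are libraries, and the horizontal marks and error bars are the mean and SD of 3 libraries. In all 12 genes the 3 squares lie below the 3 circles.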

**FIGURE 2:**
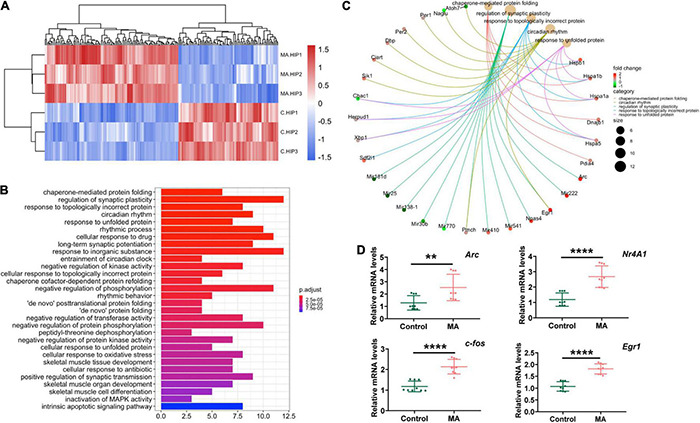
RNA-seq revealed differentially expressed genes in the HIPP in the MA-treated mouse model. **(A)** Hierarchical clustering analysis of RNAs with altered expression between the two groups (*p* < 0.05, fold change > 2). Red strip, high relative expression; blue strip, low relative expression. Color intensity reflects the degree of expression increase or decrease. **(B)** Thirty most enriched KEGG classifications of assembled differential genes in HIPP. **(C)** The genes implicated by the Top 5 KEGG signaling pathways in HIPP. **(D)** qPCR validation for RNA-seq data.

To further investigate the altered signaling pathways involved in mice presenting with MA-induced anxiety-like behavior, we then performed KEGG enrichment analyses. The results demonstrated that DEGs between the control and MA-treated groups were mainly enriched in following signaling pathways: protein folding (chaperone-mediated protein folding, response to unfolded protein, chaperone cofactor-dependent protein refolding, “*de novo*” posttranslational protein folding, “*de novo*” protein folding, cellular response to unfolded protein), synaptic plasticity and synaptic transmission (regulation of synaptic plasticity, positive regulation of synaptic transmission), rhythmic processes (regulation of synaptic plasticity, positive regulation of synaptic transmission), protein phosphorylation (negative regulation of phosphorylation, negative regulation of protein phosphorylation, peptidyl-threonine dephosphorylation), oxidative stress, and the intrinsic apoptotic signaling pathway (Figure 2B). 

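The deposited table was tested for 7 gene sets written down from gene families and general knowledge, not from the paper's calls, with limma's camera test, which allows for the correlation between genes of a set. Benjamini-Hochberg adjustment was made over the 7 sets. The immediate early genes had a median log2 fold change of -0.74, with 32 of 33 genes lower in the libraries labelled MA (adjusted p = 0.0502 from limma camera). For the unfolded protein response genes the median was -0.31, with 24 of 26 lower (limma camera adjusted p = 0.0624). The heat shock and DnaJ families had a median of -0.083, with 46 of 65 lower. The core clock genes had a median of -0.18, with 16 of 20 lower. The Dusp phosphatases, a family that removes phosphate from threonine and tyrosine, had a median of -0.14, with 13 of 21 lower. These 3 sets each had a limma camera adjusted p of 0.125. None of the 7 sets passed the adjusted threshold of 0.05. The immediate early genes passed it under median centring, quantile normalization and a pseudocount of 0.1 and without Control replicate 1 or 2, and the unfolded protein response genes passed it without Control replicate 2. With the replicate number as a block, the camera adjusted p of the immediate early genes was 0.103. It was 0.168 for the unfolded protein response genes, the core clock genes and the Dusp phosphatases, and 0.232 for the heat shock and DnaJ families. Same-numbered libraries did not deviate together, as given with the gene counts. The alternative that moved these tests most was a preset correlation of 0.01 between genes in place of the estimated one. Under it the limma camera adjusted p of the immediate early genes was 2.913e-28. The estimated correlation of that set was 0.172, above the preset, so this small p rests on a correlation that the data do not show. The paper's enrichment was made on its DEG list with Metascape, whose gene lists and background are not used here.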

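Fig. 2C of the paper names 29 genes under 5 terms, drawn in red or green, and 8 of the 29 are microRNA genes that are not analysed here. In the deposited table 21 of the 29 were found by symbol, and 19 passed the filter on low values. Of these, 17 are drawn in red and 2, Chac1 and Naglu, in green. All 17 were lower in the libraries labelled MA, and both of the others were higher. The 3 libraries of one group lay entirely on one side of the other group in 17 of the 19, where chance gives 10% of genes not chosen for a difference, while these genes were chosen by the authors from the same libraries. Of the 19, 5 passed an adjusted p-value under 0.05 (limma). The term chaperone-mediated protein folding has 6 tested genes, all lower in MA, with a median log2 fold change of -0.77. Hspa5 (ENSMUSG00000026864), on chromosome 2 of GRCm38 from 34771970 to 34777547, encodes a chaperone of the endoplasmic reticulum. On the log2 scale its level was 7.26 ± 0.23 (SD, n = 3) in the control libraries and 6.36 ± 0.07 (SD, n = 3) in the MA libraries, a log2 fold change of -0.90 (standard error 0.12, limma adjusted p = 0.0403). With the replicate block its adjusted p was 0.115. Xbp1 (ENSMUSG00000020484), a transcription factor gene of the unfolded protein response on chromosome 11 from 5520659 to 5525893, had a log2 fold change of -0.82 (standard error 0.09, limma adjusted p = 0.0315, or 0.106 with the replicate block). Both genes also lost the call with no filter and in 5 of the 6 fits that each left out 1 library, and Hspa5 lost it with a pseudocount of 0.01 and without the eBayes trend. Under response to unfolded protein, 6 of 7 tested genes were lower and the median was -0.75. Pdia4 and Dnajb1 had log2 fold changes of -0.79 and -0.67 with limma adjusted p-values of 0.0628 and 0.164. Hspa1a and Hspa1b, near-identical copies between which reads could be split, had log2 fold changes of -0.75 and -0.71 and are uncertain. Regulation of synaptic plasticity has 12 genes in the figure, of which 3 were tested here, and Npas4 among them had a log2 fold change of -1.11 (standard error 0.26, limma adjusted p = 0.217). In the term circadian rhythm, 6 of 7 tested genes were lower. Per2 and Per1 had log2 fold changes of -0.63 and -0.29, with limma adjusted p-values of 0.0887 and 0.280. Ciart, Dbp and Herpud1 each overlap a gene on the other strand, and their log2 fold changes of -0.54, -0.38 and -0.39 did not pass the threshold. Sik1 was -0.46 with overlapping groups (exact permutation test, two-sided, p = 0.2). With sample quality weights, Pdia4, Dnajb1, Hspa1a, Npas4, Per2, Per1 and Ciart passed the adjusted threshold, and Pdia4 and Per2 passed it without MA replicate 3 as well. Naglu was 0.42 higher in the libraries labelled MA (limma adjusted p = 0.264). For Chac1 the difference of 0.19 was smaller than the spread between the control libraries, whose SD was 0.25. Pmch, drawn in red, fell under the filter, with log2 values between 0.240 and 0.758 in the libraries labelled Control and between 0.0875 and 0.306 in those labelled MA. Atoh7, drawn in green, also fell under it, with log2 values between 0 and 0.518 in the libraries labelled Control and, higher in each, between 0.562 and 1.60 in those labelled MA.

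**Figure D2:**
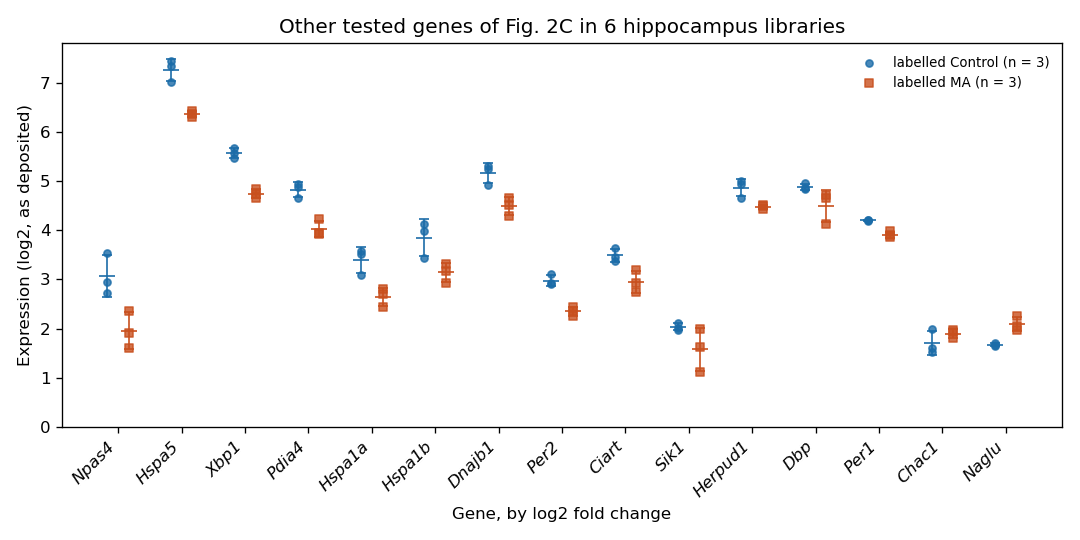
Deposited log2 expression (y axis) of the 15 tested genes of Fig. 2C that are not in the supplementary DEG table (x axis, ordered by log2 fold change) in the 3 libraries labelled Control (circles) and the 3 labelled MA (squares). Points are libraries, and the horizontal marks and error bars are the mean and SD of 3 libraries. From Npas4 to Per1 the mean of the squares lies below that of the circles, and for Chac1 and Naglu it lies above.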

The targeted genes related to the top 5 shared KEGG pathways are shown in Figure 2C. These pathways indicates mitochondria, which participated in protein folding, and synaptic plasticity and synaptic transmission, oxidative stress, and the intrinsic apoptotic (Cheng et al., 2015; Fang et al., 2015; Song et al., 2017; Saito and Imaizumi, 2018), plays an important role in MA-induced anxiety and might be promising therapeutic target.

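No difference between the groups was detected in the sets of mitochondrial genes. The nuclear-encoded subunits of the oxidative phosphorylation complexes had a median log2 fold change of -0.021, with 49 of 83 genes lower in the libraries labelled MA (limma camera adjusted p = 0.922 over the 7 sets). The mitochondrial ribosomal proteins had a median of -0.016, with 43 of 77 lower and the same adjusted p. Both medians were positive in 3 of the 6 fits that each left out 1 library, without Control replicate 2, MA replicate 1 or MA replicate 2. With the replicate number as a block the adjusted p of both sets was 0.9215. Genes of the mitochondrial genome have no row in the deposited table and are not analysed here. The paper draws on the enriched pathways and on published work that places mitochondria in protein folding, synaptic transmission, oxidative stress and apoptosis. From these it proposes that mitochondria have an important part in MA-induced anxiety and might be a therapeutic target. Its further evidence on mitochondria comes from other methods, in astrocytes of the hippocampus and in cultured astrocytes and PC12 cells. Those methods cover mitochondrial shape, ROS, membrane potential, ATP and, in astrocytes, oxygen consumption. RNA levels of the gene sets tested here, in hippocampal tissue and not in astrocytes alone, measure neither mitochondrial shape nor function.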

Furthermore, as immediate early genes (IEGs) have been reported to be involved in MA use and the development of neuropsychiatric disorders (McCoy et al., 2011; Gallitano, 2020), we used three samples from each group to validate four selected DEGs which were classified as IEGs (*Fos, Egr1, Arc* and *Nr4a1*). The results revealed that, in general, MA upregulated all the four IEGs identified, in accordance with the RNA-seq results (Figure 2D).

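In the RNA-seq libraries, Arc (ENSMUSG00000022602), on chromosome 15 of GRCm38 from 74669083 to 74672570, was 6.37 ± 0.25 (SD, n = 3) on the log2 scale in the libraries labelled Control and 4.57 ± 0.19 (SD, n = 3) in those labelled MA. Its log2 fold change was -1.80 (standard error 0.15, limma adjusted p = 0.0181). Egr1 (ENSMUSG00000038418), on chromosome 18 from 34859823 to 34864984, was 5.84 ± 0.16 in the control libraries and 4.38 ± 0.12 in the MA libraries (SD, n = 3 each). This is a log2 fold change of -1.46 (standard error 0.11, limma adjusted p = 0.0181). Fos (ENSMUSG00000021250), on chromosome 12 from 85473890 to 85477273, was 3.99 ± 0.27 and 2.38 ± 0.27 (SD, n = 3 each), a log2 fold change of -1.61 (standard error 0.18, limma adjusted p = 0.0315). The log2 fold change of Nr4a1 was -1.45 (standard error 0.14, limma adjusted p = 0.0244). For each of the 4 genes the differences between the groups were larger than the spread between libraries, and the exact permutation test gave p = 0.1 (two-sided), the smallest p that 3 libraries against 3 allow. With the replicate number as a block, for which the correlations of same-numbered libraries were negative, the limma adjusted p was 0.0227 for Arc, 0.0388 for Egr1 and Fos, and 0.0431 for Nr4a1. With each library left out in turn, the log2 fold change stayed between -1.90 and -1.66 for Arc, between -1.51 and -1.37 for Egr1, and between -1.77 and -1.46 for Fos. Adjusted significance was lost in 3 of the 6 such fits for Arc and Egr1 and in 4 of the 6 for Fos and Nr4a1, and with no filter for Fos and Nr4a1. The qPCR values of Fig. 2D are not analysed here.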

### Administration of Quercetin Ameliorates Anxiety-Like Behaviors in a Methamphetamine Mouse Model

Quercetin has been reported to mitigate anxiety-like symptoms in a lipopolysaccharide-induced mouse model of anxiety (Samad et al., 2018; Lee et al., 2020) and has been reported as a mediator of mitochondrial function and ER stress (Khan et al., 2016). Therefore, we evaluated the effects of quercetin on MA-induced behavioral phenotypes and the role played by quercetin in mitochondrial functional modifications in the present study (Figure 3A).

**FIGURE 3:**
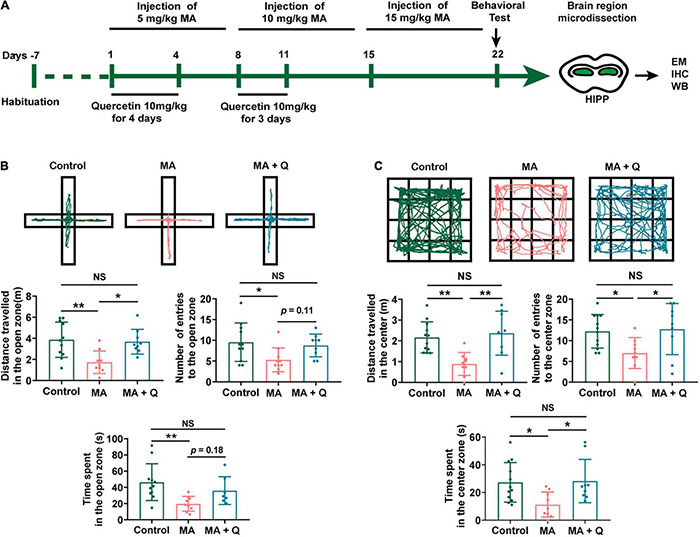
Administration of quercetin ameliorates anxiety-like behaviors in an MA mouse model. **(A)** Timeline of the model establishment and sample collection. **(B,C)** Anxiety assessment with the elevated plus maze (EPM) and open field test (OFT). Student *t*-tests, *p < 0.05 and **p < 0.05. Data collected from three independent experiments.

In the EPM test, the time spent and the number of entries into the open arms were significantly reduced in the MA-treated group compared with those in the control group (Figure 3B, *p* < 0.05); in contrast, when compared with the control group, the time spent and number of entries into the closed arms were significantly elevated in the MA-treated group (Data not shown). However, mice treated with MA + Q showed the significant restoration of the time spent and the number of entries into the open arms compared with those for the single MA-treated group (Figure 3B, *p* < 0.05), with no significant differences observed between the control group and the MA + Q group (Figure 3B, *p* > 0.05).

The OFT results revealed that a single administration of MA significantly reduced the number of times MA-treated mice crossed in the central zone compared to the saline-treated group (Figure 3C, *p* < 0.05), while no significant difference in the number of crossings in the peripheral zone were observed (Data not shown). Quercetin combined with MA treatment significantly enhanced the number of central zone crossings compared with the single MA-treated group (Figure 3C, *p* < 0.05).

### Quercetin Ameliorates Mitochondrial Dysfunction and Aberrant Morphology in Astrocytes

Astrocytes have been shown to participate in anxiety development through the synaptic pruning of neurons (Çalışkan et al., 2020) and, although most of previous researches have focused on MA-induced neuronal injury. In this study, we performed experiments on astrocytes to explore its roles in MA-induced anxiety.

As signaling pathways linked to mitochondrial function have emerged as deregulated pathways forementioned, we also evaluated mitochondrial morphology of astrocytes in the HIPP using electron microscopy. The control group presented with relatively long, tubular mitochondria, whereas the mitochondria of MA-treated group were relatively more fragmented and swollen, with the loss of cristae (Figure 4A), indicating MA-induced damage to mitochondria of astrocytes in HIPP. Quercetin treatment was able to reinstate mitochondrial morphology toward long tubular mitochondria with intact cristae in MA-treated astrocytes (Figure 4A).

**FIGURE 4:**
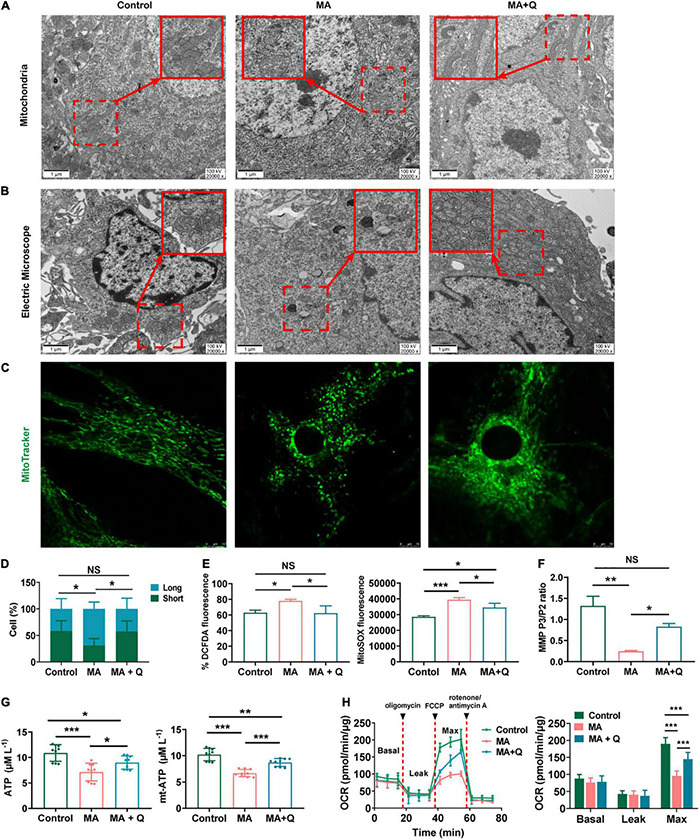
Quercetin ameliorates mitochondrial dysfunction and aberrant morphology in astrocytes. **(A)** Electron microscopy analysis (magnification, × 20,000) of astrocytes in HIPP. Areas in red boxes are magnified (Insets). **(B)** Electron microscopy analysis (magnification, × 20,000) in astrocytes. Areas in red boxes are magnified (Insets). **(C)** Representative images of astrocytic mitochondria. Alive astrocytes were incubated with MitoTraker Green as a probe for mitochondria in each group. **(D)** The percentage of astrocytes for short-shape (blue) and long-shape (green) mitochondria in different group is presented as histograms in panel **(C)**. **(E)** Total ROS (left) and mitochondria-derived ROS (right) production quantification by flow cytometry in each group. **(F)** Quantification of the mitochondrial membrane potential (MMP). **(G)** Quantification of the total (left) and mitochondria-derived ATP (right) by using an ATP quantification kits. **(H)** An analysis of O2 consumption in astrocytes. The Agilent SeahorseXFe24 analyzer measures OCR at basal and after injection of oligomycin (3.5 μM), FCCP (4 μM), and antimycin A (1 μM)/rotenone (1 μM) for three measurement cycles at each step (left). Basal, ATP-linked, maximal, and reserve capacity OCR in each group. *p < 0.05, **p < 0.01, and ***p < 0.001 vs. control, as determined by Student’s *t* test.

To further assess the effect of MA on mitochondria *in vitro*, we first evaluated mitochondrial morphology. The results demonstrated that tubular mitochondria in astrocytes shortened in length and swelled in width, forming large, spherical structures (Figure 4B), when exposed to MA. Similar morphological changes in mitochondria were viewed using mitotracker (Figure 4C). Quercetin treatment rescued abnormal mitochondrial morphology in astrocytes treated with MA (Figures 4A–C). The percentage of astrocytes with short/long mitochondria among different groups was analyzed and shown in Figure 4D.

Then, we test mitochondrial function in astrocytes. Mitochondria, as the intracellular source of ROS in animal cells, when confronting with oxidative stress, is the primary target attacked by ROS, and also produces excessive amounts of ROS due to the damage to enzymes in the electron transport chain. Therefore, we evaluated the total ROS by DCFDA and the mitochondrial ROS by MitoSOX staining respectively, and quantified the fluorescence intensity in MA-treated astrocytes with or without quercetin treatment. The results showed that both the total ROS (Figure 4E left, *p* < 0.05) and mitochondrial ROS (Figure 4E right, *p* < 0.001) were markedly increased in MA treated group, which were rescued by quercetin (Figure 4E, *p* < 0.05).

As we know, a series of redox reactions creates an electrochemical gradient through the mitochondrial electron transport chain, which drives the synthesis of ATP and generates the MMP. Therefore we measured the total and mitochondria-derived ATP, and MMP to evaluated mitochondrial function. The results revealed decreasing in MMP (Figure 4F, *p* < 0.01) and ATP (Figure 4G, *p* < 0.001) in MA-treated astrocytes, indicating mitochondria dysfunction after MA treatment. The quercetin supplementation of MA-treated astrocytes markedly elevated both the total ATP (Figure 4G left, *p* < 0.05) and mitochondria-derived ATP levels (Figure 4G right, *p* < 0.001) and increased MMP in MA-treated astrocytes (Figure 4F, *p* < 0.05). We used an XF24 metabolic bioanalyzer to assess the effects of quercetin supplementation on OCR in MA-treated astrocytes; as a result, we found that quercetin markedly reinstated the decreasing in the OCR induced by MA (Figure 4H, *p* < 0.001).

Considering mitochondrial also play an important role in neurons, we also evaluated the effects of quercetin on mitochondrial morphology and function in PC12. The mitochondria in MA-treated PC12 exhibited short and fragmented morphology with a significant decrease in number of PC12 (Supplementary Figures 1A,B) as compared to the control group. The quercetin supplementation partially restores mitochondrial morphology and the number of PC12 when exposed to MA. The results of mitochondrial function revealed that MMP (Supplementary Figure 1C, *p* < 0.05) and ATP (Supplementary Figure 1D, *p* < 0.05) decreased in 2 mM MA-treated PC12, accompanying an increase in ROS (Supplementary Figure 1E, *p* < 0.05). Quercetin diminished total ROS production (Supplementary Figure 1E, *p* < 0.05), but failed to rescue the abnormality of ATP production and MMP induced by MA (Supplementary Figures 1C,D, *p* > 0.05).

### Quercetin Mitigated Astrocytes Activation and Neuroinflammatory Induced by Methamphetamine

Research have reported that astrocytes were activated in an MA-treated animal model, resulting in morphological and phenotypic abnormality (Zhou et al., 2019), and fragmented and dysfunctional mitochondria trigger A1 astrocytic response and propagate inflammatory neurodegeneration (Joshi et al., 2019). We evaluate astrocytes activation by immunostaining and western blotting for GFAP. The results indicated GFAP expression increased after MA treatment (Figure 5F, *p* < 0.05) with a larger area of astrocytes (Figures 5A–E, *p* < 0.05). Quercetin alleviated the activation of astrocytes (Figures 5A–F, *p* < 0.01), suggesting that MA treatment facilitated astrocytes activation, whereas quercetin reversed the cellular phenotypes.

**FIGURE 5:**
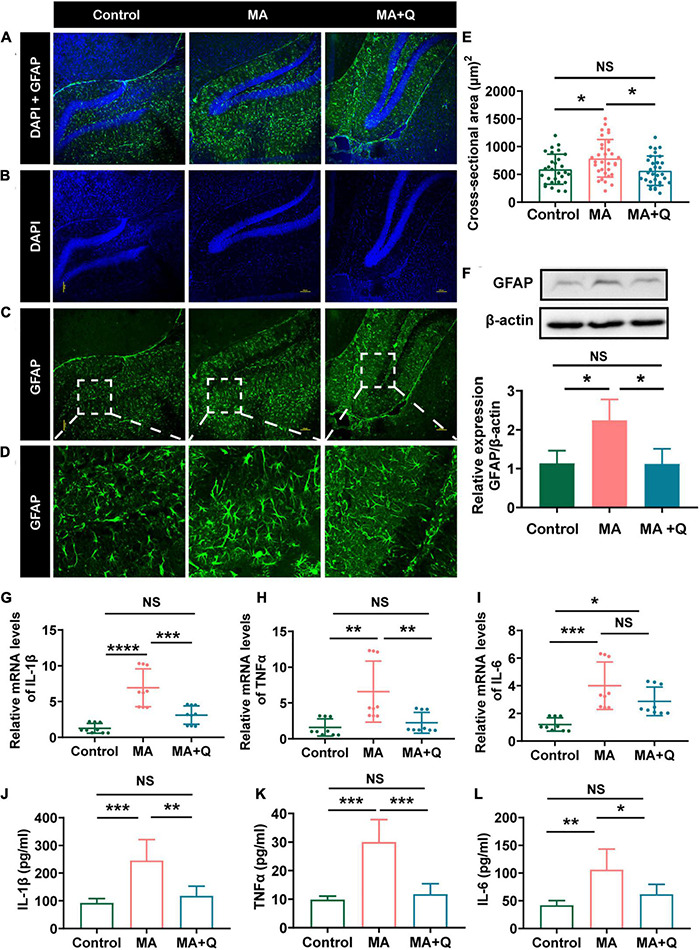
Quercetin mitigated astrocytes activation and neuroinflammatory induced by MA. **(A)** Merged image of panels **(B,C)**; Immunofluorescence was performed with anti-GFAP [green, **(C)**] and DAPI [blue, **(B)**]; **(D)** Enlarged images of the areas marked in panel **(C)** with a white box; **(E)** Area of astrocytes (μm^2^/cell) in each group, *p < 0.05, **p < 0.01. **(F)** Representative band pattern of the WB of different treatment of astrocytes using antibodies for GFAP and β-Actin (left); summary bar graphs of GFAP and β-Actin levels in different group (right). **(G–I)** Expression of proinflammatory factors by qPCR in the hippocampus (IL-1β, TNFα, IL-6). **(J–L)** The levels of the proinflammatory factors IL-1β were detected by ELISA. All experiments represent the average of 3 independent experiments.

Previous studies have shown that mitochondrial dysfunction in astrocytes, combining with neuroinflammation, impair the generation of reactive astrocytes and enhance neuronal cell death (Fiebig et al., 2019). Therefore, we assessed the change of neurons and microglia, which was considered as the main components innate neuroimmune cell, by immunostaining for NeuN and Iba-1. The results demonstrated MA administration markedly decreased the numbers of neurons (Supplementary Figures 2A–C) and promoted microglia proliferation (Supplementary Figures 2D–F).

Astrocytes and microglia, as key regulators of neuroinflammation in CNS, are activated during neuroinflammation to secrete inflammatory cytokines and chemokines (Kwon and Koh, 2020); consequently, we analyzed the expression of elevation of interleukin (IL)-1β, IL-6, and tumor necrosis factor (TNF)α, the pro-inflammatory cytokines which were triggered by drug abuse (Dang et al., 2021). As suspected, MA treatment accelerated astrocyte activation, accompanied by the elevation of IL-1β (Figure 5G, *p* < 0.001), TNFα (Figure 5H, *p* < 0.01), and IL-6 (Figure 5I, *p* < 0.001) in the HIPP and MA-treated astrocytes (Figures 5J–L). Quercetin, as an anti-inflammatory agent, decreases all the three cytokines *in vitro*, and attenuated the expression of IL-1β and TNFα, but not IL-6 in HIPP.

## Discussion

In the present study, we found mitochondrial morphological defects accompanied the dysfuntion in MA-treated mice with anxiety-like behavior. Quercetin attenuated anxious symptoms and pathology, and modified mitochondria and neuroinflammation in both a mouse model and cultured astrocytes treated with MA. These findings, for the first time, suggested that quercetin could inhibit the progression of MA-induced anxiety by modulating mitochondrial function and morphology and mitigating neuroinflammation in the central nervous system. The results indicated that quercetin represents a potential therapeutic medicine for future development and supported the hypothesis that changes in mitochondrial function mediate anxiety progression.

We found that MA-induced anxiety-like behavior in mice, as previously described (Ru et al., 2019; Jayanthi et al., 2021). Consistent with our findings, Iwazaki et al. (2008) have demonstrated synaptic plasticity- and synaptic transmission-, oxidative stress-, and intrinsic apoptotic-related signaling pathway were dysregulated in protein expression level in MA-treated rats. As an organelle generating secondary ROS, which can disturb protein folding and cause mitochondrial DNA mutations, mitochondria are regarded as both a source and a target of oxidative stress (Song et al., 2017), besides, they play an important role in apoptosis *via* the intrinsic apoptotic program which was identified to be dysregulated in frontal cortex in MA-treated rats (Iwazaki et al., 2008). Furthermore, ER-misfolded proteins have been reported to accumulate at ER-mitochondria contact regions, where they eventually imported into mitochondrial matrix and resulted in impaired mitochondrial function (Saito and Imaizumi, 2018; Cortés et al., 2021), and dysfunction mitochondria failed to maintain synaptic ion homeostasis and synaptic plasticity due to decreased ATP production and overloaded Ca^2+^ concentrations (Fang et al., 2015). In summary, MA exposure facilitated mitochondrial damage, intracellular ROS production (Cao et al., 2017), the depolarization of MMP and metabolic disturbance (Li et al., 2015), eventually leading to mitochondrial dysfunction (Xie et al., 2016) and intrinsic apoptotic program activation (Iwazaki et al., 2008). In this article, pathways related to mitochondria were markedly changed, and mitochondria were found to be short, fragmented with abnormal morphology after MA treatment *in vivo* and *in vitro*. Multiple parameters about mitochondria function were then displayed aberrant, such as ROS and ATP production, MMP, and OCR, implying that mitochondria as a target organelle in MA-treatment. Based on these, we speculate that mitochondria represent a primary target organelle of MA treatment in the HIPP.

Accumulating data has highlighted the contributions of brain mitochondria and bioenergetics to the development of psychiatric disorders and stress-related pathologies (Einat et al., 2005; Manji et al., 2012). The damaged mitochondria accumulation induced synaptic loss, and neuron apoptosis (de la Mata et al., 2017), underscoring the importance of mitochondria in the development of psychotic disorders. In addition, The fundamental role played by mitochondria in the synthesis of the primary excitatory neurotransmitter (glutamate) and the inhibitory neurotransmitter (γ-aminobutyric acid, GABA) suggest that the mitochondrial adaptations observed in the context of anxiety may contribute to an imbalance in neural excitation and inhibition, which is thought to underlie several neuropsychiatric disorders (Filiou and Sandi, 2019). Mitochondria-targeting drugs have been reported to show good outcomes in anxiety-related studies in both humans and rodents (Filiou and Sandi, 2019). In this article, we further demonstrated that modification of mitochondrial function and morphology might represent a potential strategy for alleviating anxiety-like behaviors induced by MA, since chronic MA exposure resulted in the dysregulation of mitochondrial morphology and mitochondrial dysfunction. Quercetin, as a bioactive compound with diverse pharmacologic effects, has been reported to exert several beneficial effects, including neuroprotective effects (Costa et al., 2016), the regulation of the sleep–wake cycle (Kambe et al., 2010), and the optimization of mitochondrial function (Houghton et al., 2018). In this study, quercetin supplementation significantly mitigated MA-induced anxiety-like behavior by improving mitochondrial morphology and function, alleviating neuronal injury, both *in vivo* and *in vitro*. Here, we also identified the novel pharmacological efficacy of quercetin in the treatment of anxiety induced by MA.

As a major source of glycogen and lactate, astrocytes provided neurons with additional energy and play key metabolic roles in the CNS (Shirakawa et al., 2010). Moreover, astrocytes can dispose of and recycle damaged mitochondria released by neurons, and release healthy extracellular mitochondrial particles to neuron (Hayakawa et al., 2016). Astrocyte dysfunction has been shown to facilitate the pathogenesis of neurological and psychiatric disorders (Tian et al., 2018). Hence, astrocytes and the mitochondria may represent an important target of neurological and psychiatric disorders. Thus, we intended to focus this study on astrocytes in subsequent experiments. Research has shown MA exposure facilitated dysfunction and morphological abnormalities of mitochondrial (Valian et al., 2019), which can trigger various innate immune signaling pathways in a cell-intrinsic or -extrinsic manner (Bader and Winklhofer, 2020), resulting in the release of inflammatory factors. In this work, we observed MA-induced morphological abnormalities of mitochondria *in vivo* and *in vitro*, and mitochondrial dysfunction in astrocytes, and the phenotypes were rescued by quercetin. As we know, except for microglia, astrocytes also serve as crucial regulators of the innate and adaptive immune responses, and play critical roles in neuroinflammation (Colombo and Farina, 2016). In this study, we found that MA treatment accelerated astrocyte activation, accompanied by the elevation of interleukin (IL)-1β, IL-6, and tumor necrosis factor (TNF)α in the HIPP and MA-treated astrocytes (Figure 5). Quercetin, as a bioactive compound with antioxidant and anti-inflammatory properties (Khan et al., 2016), reduced the expression of IL-1β and TNFα *in vitro* and *in vivo*, and alleviated astrocytes activation when treated with MA in this work (Figure 5). These results suggested that MA treatment accelerated astrocytes activation and facilitated the release of inflammatory factors, which can trigger neuronal apoptosis and synaptic loss (Garwood et al., 2011; Çalışkan et al., 2020). Moreover, the excessive accumulation of damaged mitochondria, combined with astrocyte activation and the increase in inflammatory factors, induces neurotoxicity and promotes neuronal apoptosis (Nicholls, 2004), which initiates a vicious cycle that aggravates the anxiety process (Garwood et al., 2011; Çalışkan et al., 2020). These findings also confirmed the neuroprotective activity of quercetin, through modulating astrocytes and rebalancing neuroinflammation levels activation.

Nevertheless, the mechanisms by which quercetin exerts its anti-neuroinflammation activity and modulates mitochondrial function remain unclear. According to previous reports, Nr4a1 (also known as TR3 or NGFI-B), which was upregulated in our RNA-seq results, is an orphan member of the nuclear receptor superfamily. It migrates from the nucleus to the mitochondria, where it binds to Bcl-2 to induce apoptosis and cause the release of cytochrome c (Liu et al., 2008). 

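Nr4a1 (ENSMUSG00000023034) lies on chromosome 15 of GRCm38 from 101254269 to 101274795 on the plus strand, and its annotated transcripts together cover 10 separate exonic stretches. In the RNA-seq of the hippocampus, the deposited log2 values were 5.63, 5.21 and 5.12 in the libraries labelled Control replicates 1, 2 and 3, and 3.99, 3.81 and 3.79 in the libraries labelled MA replicates 1, 2 and 3. The means were 5.32 ± 0.27 and 3.87 ± 0.11 (SD, n = 3 each), so each library labelled MA was below each library labelled Control by more than the spread within the groups. With each library left out in turn, the log2 fold change stayed between -1.55 and -1.30.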

Nr4a1 evoked cellular oxidative stress and disrupt ATP generation (Zhang and Yu, 2018), and the expression and activity of Nr4a1 are sustained by chronic stress in animal models and in human studies of neuropathologies sensitive to the buildup of chronic stress (Akiyama et al., 2008; Jeanneteau et al., 2018). Nr4a1 has also been shown to be important for regulating metabolic and morphological aspects of neuronal functions by modifying the expression of several mitochondrial regulatory genes, including *Mfn1*, *Mfn2, Fis1* and *OPA1* (Jeanneteau et al., 2018), which can result in mitochondrial dysfunction and behavioral phenotypes. Therefore, we speculated that quercetin might modulate genes associated with mitochondrial function *via* downregulating Nr4a1. Thus, we detected the expression of Nr4a1 in MA + quercetin and MA groups *in vivo*, the results verified the effects of quercetin in decreasing the Nr4a1 expression both in RNA and protein level (Supplementary Figure 3). Future work will explore the molecular mechanism extensively.

In conclusion, our study indicated that MA cause damage to brain cells, including neurons and astrocytes, by influencing mitochondrial metabolism, energy production, and morphology in astrocytes, which participated in the development of neuropsychiatric disorders, such as anxiety. The oral supplementation of quercetin neutralized the neuropsychiatric status of MA-treated mice; our findings indicated the potential of quercetin as a candidate agent for alleviating MA-induced anxiety and support the hypothesis that mitochondria mediate anxiety progression. Further study is necessary to illustrate the contributions and mechanisms of mitochondria in the progression of anxiety induced by MA.

## Data Availability Statement

The raw reads data from mRNA-seq are available at NCBI GEO with the accession number: GSE193829 and Supplementary Material, further inquiries can be directed to the corresponding authors.

## Ethics Statement

The animal study was reviewed and approved by Committee on Ethics in the Use of Animals from Kunming Medical University.

## Author Contributions

FC and JY designed the experiments and participated in the data analysis. FC, JY, QW, and YL wrote the manuscript. JS and CC performed the sequence alignment and bioinformatics. MC, YZ, and WT performed the animal experiments. FC, LZ, and ZZ performed the cell experiments. HW, HL, YX, and MZ participated in data analysis. JY and KW conceived of the study and supervised the project. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Quercetin Mitigates Methamphetamine-Induced Anxiety-Like Behavior Through Ameliorating Mitochondrial Dysfunction and Neuroinflammation
**Source:** Front Mol Neurosci. 2022 Feb 28;15:829886. doi: 10.3389/fnmol.2022.829886
**Supplement:** Supplementary file 4

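The supplementary table of DEGs lists a gene symbol, a fold change and a p-value for each gene. Its heading gives the comparison as control against MA-treated mice and does not say which group is the numerator. The paper's methods set a threshold on the log2 fold change, and the column is headed fold change without a scale. Its p-value column is not stated to be adjusted. Set against the deposited values, the genes lower in the libraries labelled MA at an adjusted p-value under 0.05 (limma) comprise 8 genes of that list, 2 further genes of Fig. 2C and 3 genes in neither. The genes that were higher at that threshold include 0 genes of the list or of Fig. 2C.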

| **Supplementary Table 1. Details of DEGs in HIPP from Control vs Meth-treated mice** | | |
| --- | --- | --- |
| **Gene_id** | **fold change** | **p value** |
| Arc | 2.12697622 | 0.000598377 |
| Dusp1 | 1.280612858 | 0.001149044 |
| Egr1 | 1.778841297 | 0.0002803 |
| Egr2 | 1.68587008 | 0.024758373 |
| Egr4 | 1.430093708 | 0.015861385 |
| Fos | 2.486912126 | 0.000603645 |
| Fosb | 1.225353639 | 0.000438385 |
| Gadd45b | 1.067595202 | 0.001361706 |
| Hsp25-ps1 | 1.22755558 | 0.006954227 |
| Hspb1 | 1.218638077 | 0.006357643 |
| Junb | 1.419722905 | 0.012741178 |
| Nr4a1 | 1.525821037 | 0.005249888 |
| Rnu5g | 1.45598275 | 0.015010672 |
| Sdf2l1 | 1.098099472 | 0.013436189 |

# Supplementary material for: Quercetin Mitigates Methamphetamine-Induced Anxiety-Like Behavior Through Ameliorating Mitochondrial Dysfunction and Neuroinflammation
**Source:** Front Mol Neurosci. 2022 Feb 28;15:829886. doi: 10.3389/fnmol.2022.829886
**Supplement:** Supplementary file 5

| **Supplementary Table 2. Primer sequences** | | |
| --- | --- | --- |
| **Gene symbol** | **Primer sequence (Forward)** | **Primer sequence (Reverse)** |
| *c-fos* | ACAGCCTTTCCTACTACCA | GCACTAGAGACGGACAGA |
| *Arc* | TAAGTGCCGAGCTGAGAT | GTAGCCGTCCAAGTTGTT |
| *Nr4a1* | TCAATATGGAACACCAGCAA | AGGAGGCAGAGGAACAAG |
| *Egr1* | CAGCGCCTTCAATCCTCAAG | GCGATGTCAGAAAAGGACTCTGT |
| *Mfn2* | AGAACTGGACCCGGTTACCA | CACTTCGCTGATACCCCTGA |
| *Opa1* | TGGAAAATGGTTCGAGAGTCAG | CATTCCGTCTCTAGGTTAAAGCG |
| *Drp1* | CAGGAATTGTTACGGTTCCCTAA | CCTGAATTAACTTGTCCCGTGA |
| *IL-1β* | CCTTGTCGAGAATGGGCAGT | TTCTGTCGACAATGCTGCCT |
| *TNFα* | AACACACGAGACGCTGAAGT | TCCAGTGAGTTCCGAAAGCC |
| *IL-6* | CGGAGAGGAGACTTCACAGAG | CATTTCCACGATTTCCCAGA |
| *GAPDH* | AATGGATTTGGACGCATTGGT | TTTGCACTGGTACGTGTTGAT |

How the deposited data were processed for this re-analysis (not part of the article)

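RNA of the hippocampus of 3 mice of the control group and 3 mice of the MA group was sequenced, with 1 library per mouse. The authors aligned paired-end reads with Hisat2, counted them per gene with featureCounts, converted the counts to FPKM by gene length and called DEGs with DESeq2. The genome build and annotation are not named in the paper's text. The table the authors deposited is named as RPKM, but its values lie on a log scale, read here as log2. They share 1 highest value in all 6 libraries. A log transform and a normalization between libraries had thus been applied. Neither step is described. An offset of 1 was inferred from the lowest value of 0. All 6 value columns were matched to a mouse by name, and no other column was used. Read totals are not part of the table, so the depth is unknown. The table holds 16060 rows with 16031 distinct Ensembl identifiers, and 18 identifiers stand on more than 1 row. The 6 values of 35 rows are shared with another row, and these rows were kept as separate genes.

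The design written before the data were examined took the values for linear RPKM and set a pseudocount of 0.1. As the values were on a log scale, read as log2, the deposited values were tested as they were. Back-transformed values with a pseudocount of 0.1 or 0.01 became alternatives. The alternative of a pseudocount of 1 is the same as the deposited values. Genes with a back-transformed value of at least 0.5 in at least 3 of the 6 libraries were tested, 13321 in all. The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on the mean level), with MA against control as the contrast, no covariate and Benjamini-Hochberg adjustment over the tested genes. Thresholds were an adjusted p-value under 0.05, the same with a log2 fold change over 1 in size, and an unadjusted p-value under 0.05 with that fold change. Single genes were also tested with an exact two-sided permutation test, whose smallest p for 3 against 3 is 0.1. Gene sets were tested with limma's camera with the correlation between genes estimated from the data. The set of proteins encoded by mitochondrial DNA had 0 members in the table and was not tested. Separation of the groups was the mean distance between groups minus the mean distance within groups, with 1 minus Pearson's r as the distance, and was tested over the 10 splits of 6 libraries.

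The genes named in the text were set by a rule before the data were examined: the genes of the paper's supplementary DEG table, the genes readable in Fig. 2C, genes the paper measures or names elsewhere, and the 5 higher and 5 lower genes with the smallest p among tested genes whose groups do not overlap and that are in none of those lists. Coordinates are those of GENCODE release M21 on GRCm38, matched on the Ensembl identifier, of which 16001 of 16031 were found. They are given for location only, since the build the authors used is not named.

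The test was run on 10 simulated tables of 13321 genes made from the means and spreads of the real ones, with 200 genes changed by 1 on the log2 scale. A median of 74.25% of the changed genes was recovered, a median of 3.64% of the calls was false and 0 calls had the wrong sign. Camera called the changed set in 10 of the 10 tables and the unchanged set in 0. The simulated genes were independent of each other, and each had 1 spread over all libraries. These tables thus cannot show how limma or camera behaves with correlated genes, with a library that varies more than the others or with changes smaller than 1.

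The replicate numbers come from the sample labels and the column names. No text says that same-numbered mice were paired, and the numbers were used as a block only as an alternative. The other alternatives were a minimum mean of 5, no filter, median centring, quantile normalization, eBayes without the trend, limma's sample quality weights, Spearman's rho for the separation, a preset correlation of 0.01 between genes for the gene sets, and leaving out each library in turn. A correction for exonic length and GC content (lowess, span 0.3, over 13302 genes with both values), with and without the replicate block, was added after the data were seen. The behavioral, histological, qPCR, western blot, cell culture and quercetin experiments were not analysed here.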

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

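The test of whether the higher genes follow the choroid plexus markers within the groups was chosen only after the result was seen, as was its repeat with shared values counted once. The correction for exonic length and GC content was added after the data were seen. The marker genes and the adjusted p-value under 0.05 as their threshold were set before. The restriction to the 14 marker sets with at least 3 tested genes, and the reading of an unadjusted p under 0.05 that misses the adjusted threshold as leaving the question open, were set after the set test had been run, and the counts of splits were planned after the values of the real split were known.

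A difference between groups appeared in genes that the paper does not discuss. At an adjusted p-value under 0.05 (limma), 25 genes outside the paper's lists differed, and 22 of them were higher in the libraries labelled MA. The 5 higher genes named by rule were Cpne2, Enpp2, Cldn2, Hba-a1 and Aqp1, with log2 fold changes of 1.09, 2.13, 1.47, 1.13 and 1.66 and limma adjusted p-values of 0.0181, 0.0244, 0.0244, 0.0315 and 0.0315. All 3 MA libraries were above all 3 control libraries in each. With 1 library left out in turn, the calls of Cpne2, Enpp2 and Cldn2 were lost in 4 of the 6 fits and those of Hba-a1 and Aqp1 in 5. With no filter the calls of Enpp2, Cldn2, Hba-a1 and Aqp1 were lost, with the replicate block those of Cpne2 and Hba-a1, and with a pseudocount of 0.1 or 0.01 that of Aqp1. With the replicate block and the length and GC correction those of Cpne2, Cldn2 and Hba-a1 were lost. Hba-a1 and its copy Hba-a2 are near-identical, so reads could be split between them. Among the 22, the small nucleolar RNA genes Rnu3b1, Rnu3b2, Rnu3b3 and Rnu3b4 hold the same 6 values and count as separate genes, and they are named here after their values were seen.

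Genes marking the choroid plexus, a tissue inside the ventricle beside the hippocampus, had a median log2 fold change of 1.68. In this set 10 of 10 genes were higher in the libraries labelled MA, and each of the 10 was above every control library. The limma camera test, with an estimated correlation between genes, gave an adjusted p of 0.0725 over 14 marker sets, which misses the threshold, while the unadjusted p was under 0.05. With the replicate block the adjusted p was 0.0997, with sample quality weights 0.189, and with a preset correlation of 0.01 it was 2.49e-22. The estimated correlation between these genes was 0.284, above that preset. Of the 10 genes, 6 passed the adjusted threshold in the test of single genes. Among the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, gave a camera p as small, and the design cannot give a share under 0.05. A candidate explanation is that more choroid plexus tissue was carried over in the dissection of the samples labelled MA. If that were so, the 13 other genes higher at the adjusted threshold and in no marker set would follow the choroid plexus markers within the groups. Their median correlation with the markers across the deviations of the 6 libraries was 0.251, higher than in 94.28% of 10000 lists matched on mean level, short of the 95% set for the test. The 13 include the 4 Rnu3b genes with the same values. With these counted once, a test run after the first had missed, the median correlation of the 10 genes was 0.325, higher than in 97.51% of 10000 lists. The result thus depends on how the shared values are counted, and choroid plexus tissue may account for a part of these genes as well. The rise of the marker genes themselves cannot be told apart from a carry-over of tissue, and this design does not separate that from an effect of MA treatment.

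Genes marking blood had a median log2 fold change of 1.06, with 5 of 5 higher in the libraries labelled MA and each above every control library. The limma camera test gave an adjusted p of 0.143 over the same 14 sets, which misses the threshold, while the unadjusted p was under 0.05. The adjusted p was 0.471 with the replicate block, 0.401 with sample quality weights and 2.96e-11 with a preset correlation of 0.01. For the blood set the estimated correlation was 0.652, above that preset. Of the 4 splits that part all 3 same-numbered pairs, 1 gave a camera p as small, the real one. Blood left in the tissue is a candidate explanation that these values leave open, since the set misses the threshold and a smaller unadjusted p remains. Marker sets for hypothalamus, striatum and thalamus had limma camera adjusted p-values of 0.8325 each and did not pass the threshold. The hypothalamus set rests on 3 tested genes. In the thalamus set 7 of 7 genes were higher in the libraries labelled MA, with a median log2 fold change of 0.30. With a preset correlation of 0.01 in place of the estimated 0.852, the limma camera adjusted p of this set was 0.0228. Its mean log2 level was 2.99 in MA replicate 1, 3.175 in MA replicate 2 and 1.84 in MA replicate 3, the last below each control library. Over the alternatives run for this set, the adjusted p was from 0.0228 to 0.843. After correction for exonic length and GC content 30 genes passed the adjusted threshold, 26 of them among the 35. With the replicate block the correction lowered the count from 15 to 8, of which 6 were among the 35.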

How the results depend on the processing

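The length and GC correction was chosen after seeing the data, and the other alternatives were set before. The deposited values already share a distribution, so median centring and quantile normalization hardly move them and show no stability.

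At an adjusted p-value under 0.05, 35 genes passed. With a minimum mean of 5 there were 20, with no filter 3, with sample quality weights 586, with the replicate block 15 and with the replicate block and the length and GC correction 8. Leaving out 1 library in turn gave from 0 to 257, and the 3 fits at 0 had 911, 1011 and 1031 genes at an unadjusted p under 0.05. Leaving out MA replicate 3 gave the 257, and its quality weight was 0.194, the lowest of the 6. With a fold change over 2 as well, 26 genes passed, against 11 with a minimum mean of 5, 3 with no filter, 78 with sample quality weights, 15 with the replicate block, 8 with the block and the correction, and from 0 to 65 across the fits that left out 1 library. At an unadjusted p under 0.05 and a fold change over 2, the 79 genes became 168 with a pseudocount of 0.1, 195 with 0.01 and 38 with a minimum mean of 5. The 79 were all among the 168 and the 195. Of the 35 calls, 22 were higher in the libraries labelled MA, and of the 27 with a pseudocount of 0.1, 14 were higher. From the supplementary list 8 genes passed the adjusted threshold, against 2 with no filter, 4 with the replicate block, 4 with the block and the correction, and from 0 to 11 with 1 library left out. The cause of these changes was not tested except where a value is given.

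Fos and Nr4a1 kept their direction in each alternative run and lost the adjusted threshold with no filter, at log2 fold changes of -1.61 and -1.45 and adjusted p-values of 0.0684 and 0.0614. Over all alternatives their adjusted p-values were from 0.00557 to 0.115 and from 0.00368 to 0.105. With 1 library left out, log2 fold changes were from -1.77 to -1.46 for Fos, from -1.51 to -1.37 for Egr1, from -1.90 to -1.66 for Arc and from -1.55 to -1.30 for Nr4a1, and adjusted p-values were up to 0.115, 0.0804, 0.0804 and 0.105. The cause was not tested.

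Correlation checks for the replicate block gave -0.197, -0.242 and -0.337 for same-numbered libraries. The separation of the groups, 0.00314, was from -6.4e-05 to 0.00682 with 1 library left out, negative without Control replicate 1.

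A preset correlation of 0.01 between genes put 5 gene sets past the threshold at the same median log2 fold changes: heat shock and DnaJ families at -0.083, unfolded protein response genes at -0.31, core clock genes at -0.18, immediate early genes at -0.74 and Dusp phosphatases at -0.14. Their estimated correlations, in that order, were 0.055, 0.202, 0.124, 0.172 and -0.028, so all but that of the Dusp phosphatases were above the preset. The immediate early genes, at 0.0502 in adjusted p, also passed with a pseudocount of 0.1 (median -0.81, 0.0465), median centring (-0.74, 0.0484) and quantile normalization (-0.74, 0.0491), and without Control replicate 1 (-0.62, 0.0114) or Control replicate 2 (-0.78, 0.0375). Over the alternatives their adjusted p was from 2.91e-28 to 0.256. The unfolded protein response genes also passed without Control replicate 2 (-0.38, 0.0375), and over the alternatives their adjusted p was from 5.65e-17 to 0.256. With 1 library left out, the medians were from -0.78 to -0.62 for the immediate early genes and from -0.38 to -0.28 for the unfolded protein response genes. They were from -0.099 to 0.0038 for the oxidative phosphorylation subunits and from -0.079 to 0.027 for the mitochondrial ribosomal proteins, changing sign in 3 fits each. The set of proteins encoded by mitochondrial DNA was not run, as it had 0 genes.

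Single genes with small differences changed sign. Dnm1l, at -0.041, was 0.0039 with sample quality weights, 0.018 with the length and GC correction, with or without the replicate block, and from -0.10 to 0.030 with 1 library left out. Fis1, at 0.054, was -0.053 with sample quality weights and from -0.067 to 0.14 with 1 left out. Opa1, at 0.053, was from -0.023 to 0.18 with 1 left out. Rbfox3, at -0.047, was 0.081 with sample quality weights and from -0.13 to 0.081 with 1 left out. Over the named genes, 111 of the further comparisons with an alternative lost the threshold, 25 gained it and 10 changed sign, while 543 kept their direction and their side. Since the depth is unknown, its effect on low genes cannot be given.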

Differences from the paper's values

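The paper's supplementary table gives a fold change above 1 for each listed gene, taken here as a log2 fold change since the methods set the threshold on that scale. A linear fold change above 1 has the same direction. The values of the paper and those from the deposited table were of opposite sign for each of the 12 genes found. The paper's values are 2.13 for Arc, 1.28 for Dusp1, 1.78 for Egr1, 1.69 for Egr2, 1.43 for Egr4 and 2.49 for Fos, and the values here were -1.80, -0.70, -1.46, -1.42, -1.36 and -1.61. The paper's values are 1.23 for Fosb, 1.07 for Gadd45b, 1.22 for Hspb1, 1.42 for Junb, 1.53 for Nr4a1 and 1.10 for Sdf2l1, and the values here were -1.32, -0.90, -1.27, -1.26, -1.45 and -1.36. None of the alternatives set before the data were examined closed the gap for any of the 12 genes.

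The paper's count of upregulated genes is 14. At an unadjusted p-value under 0.05 and a fold change over 2, 62 genes were higher in the libraries labelled MA, and none of the alternatives set before the data were examined closed the gap. At an adjusted p-value under 0.05 and a fold change over 2 the count was 18, and 11 with a pseudocount of 0.1 or the replicate block, 10 with a pseudocount of 0.01, 18 with median centring or quantile normalization, and 17 without the eBayes trend. Further from the paper's count were 59 with sample quality weights, 44 without MA replicate 3, 9 without MA replicate 1, 6 with a minimum mean of 5 and 1 with no filter. Without Control replicate 1, 2 or 3 or MA replicate 2 it was 0, where 829, 911, 1011 and 1031 genes in both directions had an unadjusted p under 0.05. None of the 18 is a gene of the paper's list. At an unadjusted p-value under 0.05 and a fold change over 2, 17 genes were lower in the libraries labelled MA, and 10 of them are genes of the paper's list.

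The paper states that MA raised Fos, Egr1, Arc and Nr4a1, and these were lower in the libraries labelled MA, by the values above. Genes drawn in red in Fig. 2C, of which 17 were tested, were all lower in the libraries labelled MA, and the 2 tested genes drawn in green were higher. The paper's list holds Egr2, Egr4, Hspb1 and Dusp1, which did not pass the adjusted threshold here. Egr2 passed with a pseudocount of 0.1 or 0.01, and each of the 4 passed with sample quality weights, while Egr2, Egr4 and Hspb1 passed without MA replicate 3. Each remained lower in the libraries labelled MA.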

Other observations

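The tests of 1 mislabelled library, of the lowest values in the library labelled MA replicate 3 and of activity-induced clock genes were chosen only after the result was seen. The counts of splits for the gene sets, marker sets and supplementary list were planned after the real split's values were known, and before those of other splits.

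The genes the paper lists as upregulated were higher in the libraries labelled Control. A candidate explanation is that the group labels, or the direction of the contrast, are exchanged between the deposited table and the paper, and the heading of the supplementary table names control before MA. Under it, genes of Fig. 2C outside that table would also go against their colour, and 15 of 15 did, although the difference of 1 of them, Chac1, was within the spread of the control libraries. These genes come from the paper's same contrast on the same libraries, so this restates the reversal over more genes and is not a separate test of it. A single mislabelled library would leave some of the 12 listed genes with overlapping groups, and 12 of 12 had every MA library below every control library. As the authors chose these genes for a difference between the groups, this does not rule out 1 exchanged library. The paper also reports qPCR on samples of each group, with Fos, Egr1, Arc and Nr4a1 raised by MA, in the direction of its list. Its text does not say whether these were the sequenced samples, and the qPCR values are not analysed here. Whether there was an exchange, and if so whether in the table, the labels or the paper's contrast, cannot be told from the deposited values.

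Other splits of the 6 libraries were tested in the same way. Of the 10 splits, 4 part all 3 same-numbered pairs. Among these 4, only the real one, 1 split, gave as many genes at the adjusted threshold, at that threshold with a fold change over 2, or at an unadjusted p under 0.05 with a fold change over 2. The other 3 gave 0 genes at the adjusted threshold and from 4 to 33 at the last. The same was true of the 8 and the 10 genes of the supplementary list, although the list was chosen on these libraries. The 6 splits that part 1 pair gave at most 1 gene at the adjusted threshold and from 5 to 14 at the last. At an unadjusted p under 0.05 alone, though, the split that put MA replicate 3 with Control replicates 1 and 2 gave 2307 genes against 1392 for the real split. For the heat shock and DnaJ families, the unfolded protein response genes, the core clock genes, the immediate early genes and the Dusp phosphatases, 1 of the 4 splits, the real one, gave a camera p as small. For the oxidative phosphorylation subunits and the mitochondrial ribosomal proteins it was 3 of 4 and 4 of 4. A share of 4 splits cannot fall under 0.05. Groups did not overlap in 17.51% of tested genes, 975 higher and 1358 lower in the libraries labelled MA, where chance gives 10%.

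Clustering over genes chosen for a difference was tested on all 10 splits. In 6 of 10, the real one included, the genes at an unadjusted p under 0.05 with a fold change over 2 for that split set its own groups apart, so a clean division over such genes also appears for groups that treatment does not define.

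The name of the deposited table was weighed against its values. If they were log2 of RPKM plus 1, back-transformed values times exonic length would sum to between 300000 and 1200000, the range set for the test. The median over libraries was 1855080, above that range, and under a natural log it was larger in every library, at least 18177100. The log2 scale was nearer, but the base, the offset and the unit remain unsettled. A single factor between the unit and RPKM would leave the log2 fold changes of high genes as they are. In the library labelled MA replicate 3, 397 genes are tied at its lowest value. Control replicates 1 and 3 hold more genes at their lowest value, 437 and 417 at 0, so a larger number of genes at 0 before normalization does not explain why this library lists none.

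The core clock genes had a median log2 fold change of -0.18. If the time of day at sacrifice had differed, output genes of the clock and the genes in antiphase to them would move apart. The output genes had a median of -0.190 with 8 of 8 lower in the libraries labelled MA, and the antiphase genes had a median of -0.121 with 2 of 5 higher. The difference of -0.0685 was above 28.61% of 10000 random lists matched on mean level, within their central 95%. With 5 antiphase genes, of which Arntl and Npas2 were higher by 0.081 and 0.51, this does not rule out a different time of day. Per1 and Per2, which neuronal activity can induce, had log2 fold changes of -0.29 and -0.63, lower like the immediate early genes. A part of neuronal activity in these 2 genes may remain, and the test cannot separate it from others.

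Genes that the paper measures by other methods or in other samples, and Mfn1 and Fis1, which it names from published work, had these values in the libraries of the MA and control groups. Mfn1 was 4.62 ± 0.08 (SD, n = 3) in the libraries labelled Control and 4.96 ± 0.19 (SD, n = 3) in those labelled MA, a log2 fold change of 0.34 (limma adjusted p = 0.363). It passed the adjusted threshold with sample quality weights (0.0328) and without MA replicate 3 (0.0453), and over all alternatives the limma adjusted p was from 0.0328 to 0.802. Mfn2, Opa1, Fis1 and Dnm1l had log2 fold changes of 0.10, 0.053, 0.054 and -0.041 and overlapping groups (exact permutation test, two-sided, p = 0.4 for Mfn2 and p = 0.8 for the others). Gfap was -0.11, Rbfox3 -0.047 and Aif1 -0.43, with limma adjusted p-values of 0.725, 0.933 and 0.582 and overlapping groups. Aif1 passed the adjusted threshold with sample quality weights (-0.68, 0.0456) and not without MA replicate 3 (-0.70, 0.0580), and over all alternatives its limma adjusted p was from 0.0456 to 0.874. Il1b lay between 0.0519 and 0.0628 in the libraries labelled Control and between 0.0824 and 0.2135 in those labelled MA, under the filter on low values. Il6, also under the filter, lay between 0 and 0.157 in the libraries labelled Control and between 0 and 0.000206 in those labelled MA. Tnf is not analysed here. The 5 lower genes named by rule were Nes, Manf, Klf10, Itgav and Dnajb5, with log2 fold changes of -1.18, -0.85, -0.70, -0.62 and -0.64. Nes, Manf and Klf10 had limma adjusted p-values of 0.0315, 0.0315 and 0.0403, while Itgav and Dnajb5 had 0.0570 and 0.0628. The calls of Nes, Manf and Klf10 were lost with no filter, with the replicate block and in 5 of the 6 fits that each left out 1 library, and that of Klf10 with the length and GC correction. Itgav and Dnajb5 passed with sample quality weights and without MA replicate 3.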
